A study of Rattus norvegicus with 29 samples. Its data were reported in "Methamphetamine-induced region-specific transcriptomic and epigenetic changes in the brain of male rats" (2023).

How the data were processed

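Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open chromatin and inserts sequencing adapters, in 29 libraries from adult male Sprague-Dawley rats. The libraries came from 4 brain regions: the subventricular zone (SVZ), the nucleus accumbens (NAc) of the ventral striatum, and 2 parts of the hippocampus, the dentate gyrus (DG) and Ammon's horn (CA). Rats received 4 intraperitoneal injections of methamphetamine (METH, 10 mg/kg) or of saline (1 mL/kg), 2 h apart. Groups were taken from the sample titles: 4 saline and 4 METH libraries in NAc, DG and CA, and 3 saline and 2 METH libraries in SVZ.

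The authors ran the AIAP pipeline for ATAC-seq with default parameters, which calls peaks in each library without pooling, and merged the open chromatin regions (OCRs) of all groups into 1 consensus set with mergeBed. The version of the pipeline, the handling of the transposase offset and the read counter were not given in the sources used here. The deposited count table holds raw counts of reads per OCR, not normalized, for 98237 OCRs. For each library the authors also deposited a peak list, in which each peak has its fold enrichment over local background, as a ratio, and the −log10 of its p and q values. The fold and −log10 values of a peak are the authors' and were used here only to filter and describe peaks. Coordinates are those of the rat build rn6, which the study names for loci whose bounds match single OCRs of the table. An rn6 genome sequence and gene annotation were not used here, so the place of OCRs relative to genes, sequence motifs, gene sets near OCRs, OCRs near dopamine receptor genes and corrections for GC content were not analysed here. The gene names attached to 5 loci are those the study gives.

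The names that the peaks carry hold the name of their library, with an animal number and 1 of 2 library batch tags. These names gave 8 animals, each used for several regions. Batch 1 held replicates 1 and 2 of NAc, DG and CA and saline replicate 1 of SVZ. Batch 2 held the remaining libraries, of which METH replicate 2 of SVZ carried an additional tag. Its meaning is not given in the sources used here, so a different preparation of this library, 1 of 2 METH libraries in SVZ, is not ruled out. Each batch had METH and saline libraries of NAc, DG and CA, and batch 2 alone had METH libraries of SVZ. Within a treatment, equal replicate numbers marked the same animal in NAc, DG and CA, but in SVZ they did so for saline replicate 1 alone, so comparisons between regions were also fitted with the animal, taken from these names, as a block. The deviations from the group means of libraries of 1 animal from different regions correlated with r between -0.43 and 0.66 over 39 pairs, of which 15 were above 0.1.

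Counts were analysed in R 4.3.3 with edgeR 4.0.16. Library sizes were normalized by the upper quartile, and filterByExpr over the 8 groups kept 98237 of 98237 OCRs. One model with the 8 groups was fitted to the 29 libraries (trended dispersion, robust quasi-likelihood fit), and METH was compared with saline within each region by the quasi-likelihood F test. A differentially accessible region (DAR) had a fold change above 1.5 in either direction and a Benjamini-Hochberg FDR under 0.001. The difference between the METH effects in DG and CA was tested as an interaction in the same model at the same thresholds. In the 15 saline libraries alone, an OCR was called region-specific when its log2 fold change against the 3 other regions was above 1 with an FDR under 0.01. The other regions were averaged on the log scale, so regions with very low values pull their mean down. These tests, their thresholds and the samples in them were chosen before the data were examined, from the study's methods as far as these state them. The methods also remove unwanted variation with RUVr, which estimates factors from the residuals of a first fit, but do not give the number of factors, so RUVr was an alternative here. RUVr was written anew from its published formula.

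Normalized counts per M (CPM) used the upper-quartile library sizes. Principal components and the share of variance taken by treatment (sums of squares over OCRs, with an exact permutation p over all splits of the libraries of a region) were computed on log2 CPM with a prior count of 2. The top-decile share is the percentage of a library's OCR counts that fall in the 10% of OCRs with the highest mean log2 CPM. Peaks were compared with bedtools 2.31.1 and a minimum overlap of 1 bp. Single values per library were compared between METH and saline by two-sided exact permutation tests. The smallest p such a test can give was 0.0286 with 4 against 4 libraries and 0.1 with 3 against 2. OCRs were named by a rule set beforehand: in each region the 2 more and 2 less accessible DARs with the largest fold change whose METH and saline values do not overlap, the saline region-specific OCR with the largest log2 fold change in each region, and the OCR with the longest overlap with each of 5 loci that the study names.

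The number of OCR counts per library ran from 7.55 to 19.4 M (1 M is 1000000 counts), with a median of 53 counts per OCR and library. Of all values in the table, 0.133% were 0. Replicates of a group differed by more than sampling noise in every pair, with a chi-square per degree of freedom between 3.40 and 45.9, so none was treated as a copy of another. Their log2 CPM values correlated with r between 0.688 and 0.951. The biological coefficient of variation was 0.388.

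The procedures were tested on simulated negative binomial counts for the 98237 OCRs with the region means, dispersions and library sizes of the data. For the region-specific step each OCR had the same mean in all saline libraries before any change. Changed OCRs were drawn only from those above a minimum mean count, so OCRs with lower counts were not covered. Of 100 OCRs changed 4-fold in DG, the quasi-likelihood test called 56, and of 100 changed 2-fold it called 2. In SVZ it called 13 of 100 at 4-fold and 0 of 100 at 2-fold. No unchanged OCR was called, and 4.83% of the OCRs of unchanged DG data had an unadjusted p under 0.05. For region-specific OCRs in saline NAc, 100 of 100 were called at 4-fold and 26 of 100 at 2-fold, with 1 false call. The correlation of METH effects between DG and CA was -0.56 where simulated effects were opposite and -0.00188 where there were none.

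The alternatives set before the data were examined were TMM normalization, total counts as library size, loess offsets, no filter or a filter at a CPM of 1 in 2 libraries, DESeq2 1.42.0 with its own size factors, edgeR's likelihood ratio test with tagwise dispersions, 1, 3 or 5 RUVr factors as covariates, only the libraries of the comparison, the replicate number as a block, other thresholds, METH libraries in place of saline, the 5000 most variable OCRs, OCRs of high CPM, stricter peaks, covered length, an overlap of 50%, and each replicate left out in turn. Added after the data were seen were the library batch as a covariate, each batch alone, the animal as a block for the interaction and the region-specific OCRs, the top-decile share as a covariate, and counts corrected by 5 or 10 RUVr factors before a likelihood ratio test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.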

Results

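Accessibility was measured in 29 ATAC-seq libraries from the NAc, DG, CA and SVZ of 8 rats given METH or saline. NAc, DG and CA each had 4 saline and 4 METH libraries, and SVZ had 3 saline and 2 METH libraries. The study set out to learn how an acute METH binge changes open chromatin in these regions and whether the regions respond differently, so METH was compared with saline within each region and the effects were then compared between regions.

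Depth was described by the number of counts in OCRs per library, which ran from 10.7 to 13.8 M (1 M is 1000000 counts) in NAc saline and from 11.1 to 11.8 M in NAc METH. It ran from 9.20 to 12.7 M in DG saline and from 9.30 to 14.3 M in DG METH. The CA libraries held 12.2 to 19.4 M counts with saline and 12.6 to 19.1 M with METH, and the SVZ libraries held 7.55 to 11.4 M with saline and 8.96 to 9.49 M with METH. METH and saline libraries did not differ in this total beyond the spread between replicates in any region (exact permutation test, two-sided, p = 0.6 in NAc, 0.514 in DG, 0.971 in CA and 0.7 in SVZ; 0.933, 0.933, 0.971 and 0.933 after Benjamini-Hochberg adjustment over the 4 regions). METH minus saline was 0.348 M in batch 1 and -1.48 M in batch 2 of NAc, 2.45 and -0.678 M in DG, and -3.14 and 3.08 M in CA, so the CA differences of the batches cancelled. In SVZ it was -0.252 M in batch 2.

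The number of peaks called per library was 77872 ± 17035 (SD, n = 4) in NAc saline and 72777 ± 7800 (SD, n = 4) in NAc METH. In DG it was 74918 ± 9711 (SD, n = 4) with saline and 69588 ± 11106 (SD, n = 4) with METH. In CA it was 89615 ± 24568 (SD, n = 4) with saline and 99978 ± 22228 (SD, n = 4) with METH. In SVZ it was 55256 ± 7228 (SD, n = 3) with saline and 62568 ± 4913 (SD, n = 2) with METH. The exact permutation test, two-sided, gave p = 0.686 in NAc, 0.457 in DG, 0.629 in CA and 0.3 in SVZ, each 0.686 after Benjamini-Hochberg adjustment over the 4 regions. METH minus saline was 5318 peaks in batch 1 and -15507 in batch 2 of NAc, -8320 and -2342 in DG, and 9665 and 11062 in CA. In SVZ it was 5406 in batch 2, since batch 1 had a single saline library of that region. The NAc difference of -5095 peaks became 2119 without saline replicate 3 of NAc. The DG difference of -5331 peaks became -9963 without METH replicate 3 of DG and -1353 without saline replicate 4 of DG, and it was -2814 when only peaks with a −log10 q above 5 were counted.

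**Figure D1:**
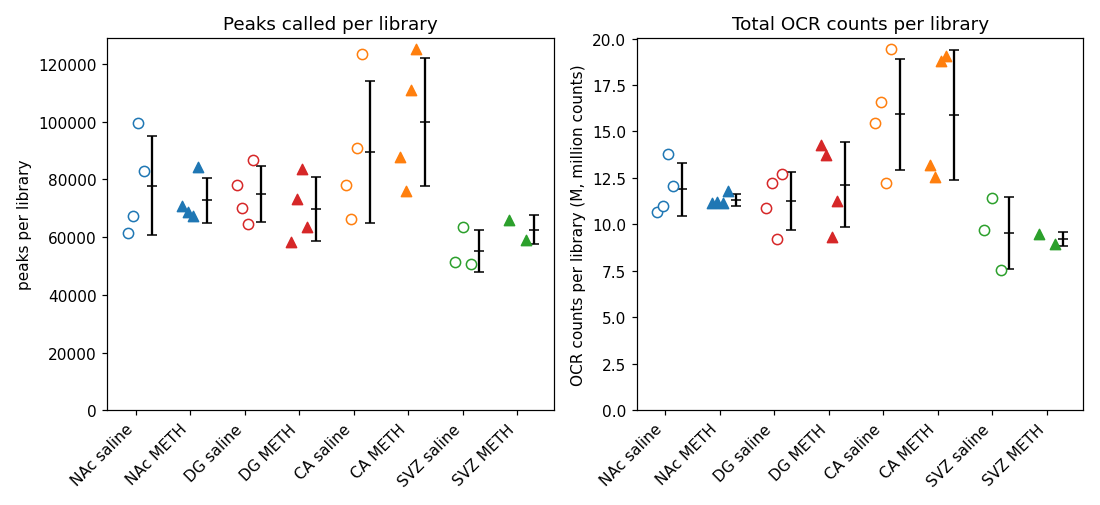
Peaks called per library (left) and counts in OCRs per library in M (right) for the 8 groups, with open circles for saline libraries, filled triangles for METH libraries and a black bar for the mean ± SD. The METH and saline libraries of each region overlap in both panels, and the CA libraries reach the highest values, up to 125177 peaks and 19.4 M counts.

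To see whether METH changed which sites were open, the overlap of peak lists was compared. The median share of a library's peaks that overlapped a peak of another library was 68.7% within a group, 69.3% between METH and saline libraries of 1 region and 64.9% between regions, with SDs over pairs of 10.8, 9.83 and 11.8 percentage points. Requiring an overlap of 50% of the peak gave 63.7%, 64.1% and 59.5%.

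Principal component analysis asked whether libraries separate by region or treatment. The first component took 36.5% of the variance of log2 CPM and the second 25.6%. On the first component the NAc libraries lay between 27.8 and 229 and the SVZ libraries between 78.0 and 198, while the DG libraries lay between -138 and -80.9 and the CA libraries between -143 and -81.5. NAc and SVZ thus separated from DG and CA, but DG did not separate from CA and NAc did not separate from SVZ on this component. Region accounted for 38.8% of the total variance, treatment within region for 9.66%, and differences between libraries of the same group for 51.6%. These are raw shares of sums of squares, so treatment takes a share even where METH has no effect.

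**Figure D2:**
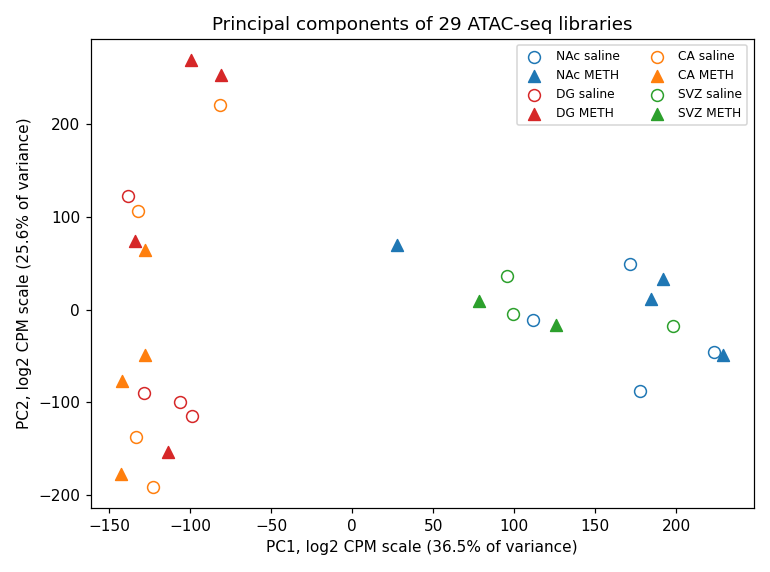
First principal component (36.5% of variance, horizontal) against the second (25.6%, vertical) of log2 CPM for the 29 libraries, with open circles for saline, filled triangles for METH and a colour per region. METH and saline libraries are intermixed, and METH replicate 3 of NAc, at 27.8 on the first component, lies apart from the other NAc libraries.

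Within a region, treatment took 15.8% of the variance in NAc (exact permutation test over all splits of the libraries, p = 0.286), 19.4% in DG (exact p = 0.257), 7.71% in CA (exact p = 0.743) and 24.8% in SVZ (exact p = 0.4). After Benjamini-Hochberg adjustment over the 4 regions these were 0.533, 0.533, 0.743 and 0.533. With 3 against 2 libraries the SVZ test could not go below 0.1. The DG share rose to 39.3% without METH replicate 3 of DG (exact p = 0.0857) and fell to 13.7% without METH replicate 1 (exact p = 0.486). Within a batch alone the exact permutation test could not go below p = 0.333, with 2 against 2 libraries.

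The number of DARs after METH was 0 in NAc, DG, CA and SVZ by edgeR's quasi-likelihood test over 98237 OCRs (fold change above 1.5, FDR under 0.001). The lowest FDR was 0.493 in DG and about 1.000 in the other regions, so no OCR passed an FDR of 0.05 either. An unadjusted p under 0.05 was found for 2404 OCRs in NAc, 9671 in DG, 806 in CA and 3408 in SVZ, where 4912 would be reached by chance with independent OCRs. In DG, 3504 of them were more and 6167 less accessible. Single libraries moved these totals. The 9671 of DG became 30650 without METH replicate 3 of DG and 3413 without METH replicate 1 of DG. The 806 of CA became 4756 without saline replicate 4 of CA and 319 without saline replicate 2 of CA. The 3408 of SVZ became 5863 without saline replicate 1 of SVZ and 2424 without saline replicate 2 of SVZ. DESeq2 called 0 DARs in NAc, DG and CA and 8 in SVZ, all less accessible, and edgeR's likelihood ratio test with tagwise dispersions called 0 in each region. Estimated fold changes were above 1.5 in either direction for 13.02% of OCRs in NAc, 30.9% in DG, 7.18% in CA and 19.3% in SVZ, against a median standard error of the log2 fold change of 0.39, 0.39, 0.38 and 0.51. In simulated counts of the same spread, 56 of 100 OCRs changed 4-fold in DG were called and 2 of 100 changed 2-fold. Only 200 of the 98237 OCRs were changed in DG in that simulation, and they were drawn from OCRs above a minimum mean count. With so few changed OCRs, changes of 2-fold were mostly not detectable at this spread and number of replicates. Larger numbers of changed OCRs were not simulated. The alternative that moved the counts most was a correction for unwanted variation: counts corrected by 10 RUVr factors before a likelihood ratio test gave 3978 DARs in NAc, 16863 in DG, 877 in CA and 6290 in SVZ. Splits of the animals that ignored treatment gave up to 12010, 48592 and 37147 DARs in NAc, DG and CA under the same procedure. Without METH replicate 2 of SVZ the quasi-likelihood test called 2 DARs in SVZ. Without RUVr factors the quasi-likelihood test called no DAR with all libraries. The share of DARs found in a single region is thus undefined for it.

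The median log2 fold change over all OCRs was -0.01 in NAc, -0.15 in DG, 0.02 in CA and -0.01 in SVZ. In DG it was -0.09 with TMM normalization and 0.01 with loess offsets, which centre the fold changes by construction.

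The study names loci near St18, Sdk2, Gabrb1, Neto1 and Tiam2 as changed by METH, and the OCRs at those places were examined for this reason. They are called here by these gene names, and their place relative to exons and introns was not analysed here. The Sdk2 OCR (rn6, chromosome 10, 102306830 to 102307559) had 6.26 ± 1.41 CPM (SD, n = 4) in DG saline and 3.59 ± 2.28 CPM (SD, n = 4) in DG METH. Its log2 fold change was -0.80 with a standard error of 0.40 and an FDR of 0.493 by edgeR. METH replicate 3 of DG, with 6.99 CPM, lay within the range of the saline libraries, and without it the log2 fold change was -1.34. The study describes this site as gaining accessibility in DG, while the estimate here was negative.

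The Gabrb1 OCR (rn6, chromosome 14, 38804098 to 38805271) had 14.98 ± 1.97 CPM (SD, n = 4) in DG saline and 9.14 ± 6.13 (SD, n = 4) in DG METH. In CA the values were 12.4 ± 6.67 (SD, n = 4) with saline and 16.6 ± 5.30 (SD, n = 4) with METH, and in SVZ they were 6.14 ± 0.664 (SD, n = 3) and 9.92 ± 1.499 (SD, n = 2). The log2 fold changes were -0.71, 0.43 and 0.69, with edgeR FDRs of 0.493 in DG and about 1.000 in CA and SVZ. In SVZ both METH libraries lay above all 3 saline libraries, an order that chance gives in 1 of 10 splits. Without METH replicate 3 of DG the log2 fold change in DG was -1.16, and without METH replicate 1 it was -0.46. The low values in DG were those of METH replicates 1 and 4 (3.87 and 4.29 CPM). METH replicates 2 and 3 of DG had 11.96 and 16.4 CPM. Leaving out 1 library thus always keeps a low one. Without saline replicate 2 of CA the log2 fold change in CA was 0.16, and without saline replicate 3 it was 0.71. It was 1.12 in batch 1 alone and 0.04 in batch 2 alone.

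The Neto1 OCR (rn6, chromosome 18, 83486473 to 83487024) had 6.91 ± 2.07 CPM (SD, n = 4) in DG saline and 3.19 ± 2.39 (SD, n = 4) in DG METH. It had 6.23 ± 0.872 (SD, n = 4) and 3.47 ± 1.94 (SD, n = 4) in NAc, where each METH library lay below each saline library (exact permutation p = 0.0286, the smallest 4 against 4 libraries allow, unadjusted for the 11 comparisons at these OCRs), and 5.31 ± 2.87 (SD, n = 4) and 6.67 ± 2.59 (SD, n = 4) in CA. The log2 fold changes were -1.12 in DG, -0.84 in NAc and 0.32 in CA, with edgeR FDRs of 0.493, about 1.000 and about 1.000. In DG, METH replicates 1 and 4 had 1.72 and 0.762 CPM. METH replicates 2 and 3 of DG had 6.02 and 4.23 CPM, within the range of the DG saline libraries. The NAc value was -0.53 without METH replicate 3 of NAc. The CA value was 0.03 without saline replicate 2 of CA, 0.07 without METH replicate 1 of CA and 0.67 without saline replicate 4 of CA, and it was 1.06 in batch 1 alone and -0.21 in batch 2 alone.

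At the Tiam2 OCR (rn6, chromosome 1, 44418133 to 44419600) the log2 fold change was -0.61 in DG (19.9 ± 2.02 CPM with saline and 13.05 ± 7.03 with METH, SD, n = 4 each), -0.23 in NAc and 0.27 in CA, and the lowest edgeR FDR was 0.495, in DG. The DG value was -0.40 without METH replicate 1 of DG and the NAc value -0.10 without METH replicate 3 of NAc. The CA value was -0.03 without saline replicate 2 of CA, 0.54 without saline replicate 4 of CA, 0.98 in batch 1 alone and -0.15 in batch 2 alone. The St18 OCR (rn6, chromosome 5, 12563213 to 12564343) had 8.11 ± 5.68 CPM (SD, n = 3) in SVZ saline and 16.0 ± 4.52 (SD, n = 2) in SVZ METH, a log2 fold change of 0.98 with a standard error of 0.67 and an edgeR FDR of about 1.000. Without saline replicate 1 of SVZ, the highest of the 3, the log2 fold change was 1.73, and without METH replicate 1 of SVZ it was 0.66. It was 0.65 with the batch and 0.57 with the top-decile share as a covariate. None of the differences at these 5 OCRs was past the DAR threshold in edgeR's quasi-likelihood test with all libraries and without RUVr factors. With 5 RUVr factors as covariates the Gabrb1 and Neto1 OCRs in DG were past it. With counts corrected by 10 RUVr factors the St18 OCR in SVZ, the Sdk2, Gabrb1, Neto1 and Tiam2 OCRs in DG and the Neto1 OCR in NAc were past it. The lower DG means at the Gabrb1, Neto1 and Tiam2 OCRs rest mainly on METH replicates 1 and 4 of DG. Those libraries also stood apart in other OCRs, as described under other observations, so these DG changes were not shared by all METH animals.

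**Figure D3:**
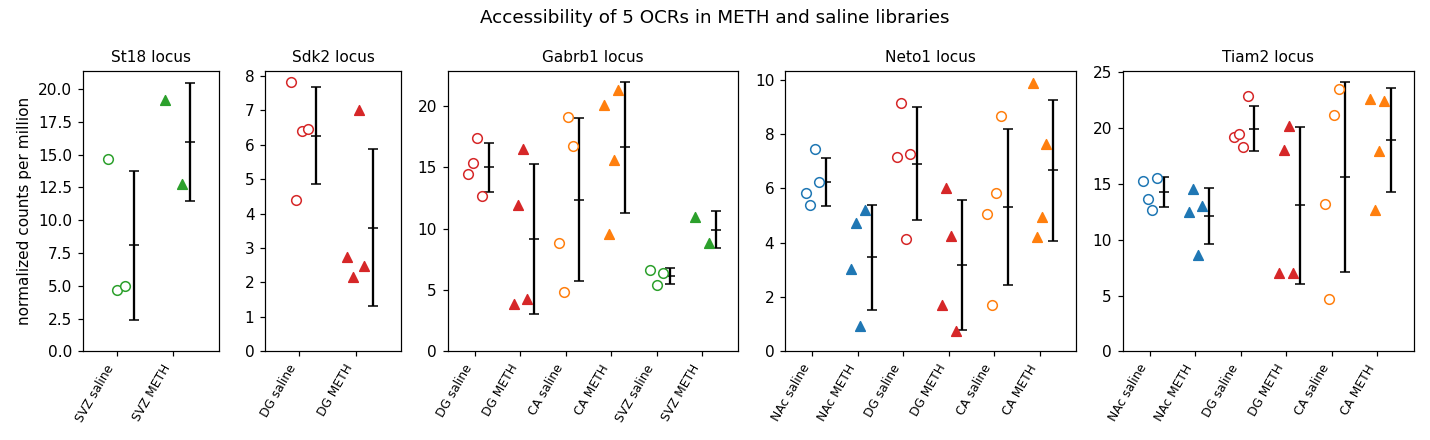
CPM of the OCRs at 5 loci the study names, one panel per OCR, with open circles for saline libraries, filled triangles for METH libraries and a black bar for the mean ± SD of each group. In DG the METH libraries spread over 0.762 to 6.02 CPM at the Neto1 OCR and over 3.87 to 16.4 CPM at the Gabrb1 OCR, wider than the saline libraries at the Gabrb1 OCR (12.7 to 17.4 CPM).

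Whether METH acted in opposite directions in DG and CA was tested in 3 ways. By edgeR's quasi-likelihood test no OCR was a DAR of opposite sign in DG and CA. No OCR passed the threshold of the interaction test, where the lowest FDR was 0.547 and 8327 OCRs had an unadjusted p under 0.05. With 1 library left out, that count was lowest without saline replicate 2 of CA (2692) and highest without METH replicate 3 of DG (24505). DESeq2 called 0 in the interaction, with 15525 OCRs at an unadjusted p under 0.05. With counts corrected by 5 and 10 RUVr factors, 8 and 318 OCRs were DARs of opposite sign. Splits of the animals that ignored treatment gave 0 to 8871 such OCRs with the correction by 10 factors. Across the 98237 OCRs, which are not independent replicates, the log2 fold changes of DG and CA correlated negatively (Pearson r = -0.41, Spearman rho = -0.42), and 32.8% of OCRs changed in the same direction. The correlation was -0.54 in batch 1 alone and 0.39 in batch 2 alone. It was 0.10 without saline replicate 2 of CA and -0.63 without saline replicate 4 of CA, so single libraries decided it. Among OCRs in the upper quartile of mean CPM it was -0.67. Of the 35 splits of the 8 animals, 14 gave a correlation of mean log2 CPM differences at least as far from 0. At least as negative a correlation came from 6 of the 35.

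The remaining 5 pairs of regions had Pearson correlations of 0.27 (NAc and DG), 0.05 (NAc and CA), 0.10 (NAc and SVZ), 0.03 (DG and SVZ) and 0.16 (CA and SVZ). The NAc and DG value was -0.00030 in batch 1 alone and 0.34 in batch 2 alone. The NAc and SVZ value was -0.12 without saline replicate 3 of SVZ, and the NAc and CA value was -0.13 without saline replicate 4 of CA.

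Region-specific accessibility was examined in the 15 saline libraries, the control background of the study. An OCR was region-specific when it was more than 2-fold above the other regions, averaged on the log scale, in edgeR's quasi-likelihood test at an FDR under 0.01. An OCR open in DG and CA alike can thus pass where NAc and SVZ are low. In the DG-specific OCRs the mean log2 CPM was 1.36 to 3.22 in the saline CA libraries and 2.72 to 3.30 in the saline DG libraries. There were 4576 such OCRs in NAc (4.66% of 98237), 152 in DG, 80 in CA and 392 in SVZ. None was higher than each of the 3 other regions at the same thresholds. An unadjusted p under 0.05 was found for 21859 OCRs in NAc, 17512 in DG, 19500 in CA and 15124 in SVZ. These counts moved in both directions with the processing: DESeq2 gave 1282 OCRs in DG and 1329 in CA, TMM normalization gave 3 and 4, and with METH libraries in place of saline there were 0 in DG and 1173 in CA. With the animal as a block, a fit chosen after the data were seen, there were 193 in CA and 16 in SVZ. The SVZ count was 0 without saline replicate 3 of SVZ, and the NAc count was 1692 without saline replicate 4 of NAc.

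The largest NAc-specific change was at an OCR on chromosome X (rn6, 81514553 to 81515245), with 8.55 ± 3.46 CPM (SD, n = 4) in NAc, 0.142 ± 0.118 (SD, n = 4) in DG, 0.123 ± 0.109 (SD, n = 4) in CA and 4.34 ± 2.53 (SD, n = 3) in SVZ. Its log2 fold change was 4.29 with a standard error of 0.41 and an edgeR FDR of 3.26e-05. For DG it was an OCR on chromosome 7 (rn6, 109495836 to 109496318), with a log2 fold change of 3.60, a standard error of 0.65 and an edgeR FDR of 0.00972. It had 2.66 ± 0.194 CPM (SD, n = 4) in DG and 1.62 ± 1.33 (SD, n = 4) in CA. For CA it was an OCR on chromosome 13 (rn6, 67100424 to 67101082), with a log2 fold change of 2.86, a standard error of 0.43 and an edgeR FDR of 0.00440, although its 15.6 ± 11.4 CPM (SD, n = 4) in CA was close to the 14.4 ± 7.01 (SD, n = 4) in DG. For SVZ it was an OCR on chromosome 8 (rn6, 26966130 to 26966581), with a log2 fold change of 3.46, a standard error of 0.64 and an edgeR FDR of 0.009999, and 3.17 ± 2.09 CPM (SD, n = 3) in SVZ against 1.83 ± 1.18 (SD, n = 4) in NAc. The SVZ value fell short of the threshold without saline replicate 3 of SVZ (log2 fold change 2.79, edgeR FDR 0.168) and with the animal as a block (log2 fold change 3.21, edgeR FDR 0.0385).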

Values the study reported

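The study reported 29 ATAC-seq libraries. It reported 7029 OCRs specific to NAc in saline controls. In response to METH it reported 708 more and 3907 less accessible DARs in NAc, 3399 more and 12,265 less accessible DARs in DG, 1641 more and 347 less accessible DARs in CA, and 4693 more and 1297 less accessible DARs in SVZ. It reported that 89% of DARs were found in a single region, and that 764 OCRs changed in opposite directions in DG and CA.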

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

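The tests of the top-decile share for single libraries and of sequencing depth were chosen only after the results were seen. The test of peak strength outside the count table was set before its result was seen. In 48 groups of 4 libraries, a library was set apart when its gap to the nearest other library exceeded Dixon's 95% critical value, which chance does in about 1 in 20 groups, and 3 groups had such a library. The METH effects of pairs of regions on peaks, depth, top-decile share and the first 2 components were also compared in 30 tests, of which 0 passed after Benjamini-Hochberg adjustment (lowest unadjusted exact permutation p 0.0957, for the top-decile share in DG against SVZ).

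METH replicate 4 of NAc held 11.8 M counts in OCRs, while the other NAc METH libraries held 11.1 to 11.2 M. The gap is small next to the range over all libraries, and it stands out because the other libraries of the group are close to each other. The number of reads sequenced was not used here. The total of 11.8 M lies within the range of the other libraries, which does not rule out deeper sequencing of this library, so deeper sequencing and a larger share of reads in OCRs cannot be told apart. No biological explanation was tested.

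Saline replicate 2 of DG lay at 122 on the second principal component, while the other DG saline libraries lay between -115 and -90.3. A candidate explanation lies in its top-decile share of 58.1%, the highest of the DG saline libraries and outside the range of the others, although that share can vary with the quality of the library and with the mix of cells alike. Batch alone does not account for it, since saline replicate 1 of DG, from the same batch, lay at -115. Saline replicate 2 of CA came from the same animal and lay at 220.6, the highest of the CA libraries, and the deviations of both libraries from their group means correlated with r = 0.66, the highest of the 39 pairs of libraries of 1 animal. The NAc library of this animal lay at -11.2, within the range of the other NAc saline libraries (-87.5 to 49.4). A difference of this animal, or of the dissection of its hippocampus, thus stays open beside the quality of the library and was not tested.

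METH replicate 3 of DG had 6.99 CPM at the Sdk2 OCR, while the other DG METH libraries had 2.15 to 2.75 CPM. Its top-decile share was 47.1%, the lowest of the DG METH libraries and outside the range of the others, so a library with less of its counts in the most open OCRs is a candidate explanation. METH replicate 4 of DG came from the same batch and had 2.48 CPM. A weaker response of this animal to METH stays open as a biological explanation and was not tested.

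The peak lists were not part of the comparison of counts. When the peaks of the 29 libraries were merged into 250731 regions, 97239 OCRs (98.98%) were identical to a merged region, and 152460 merged regions (60.8%) had no OCR in the count table. Of these, 66577 were called in 1 library, and 1512 were called in 15 or more libraries although they are absent from the table used here. The median over the 1512 regions of the highest −log10 q in any library was 22.15, against 57.43 for the regions inside the table that were called in as many libraries, and their median width was 332 bp against 784 bp. Each OCR of the table had a CPM above 1 in at least 6 libraries. These values are consistent with a filter by the authors that removed weaker regions, which the sources used here do not describe. No biological explanation was tested.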

How the results depend on the processing

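Of the alternatives in this part, the library batch as a covariate, each batch alone, the animal as a block, the top-decile share as a covariate and counts corrected by RUVr factors before a likelihood ratio test were chosen only after the data were seen. Some alternatives changed more than 1 choice. DESeq2 used its own size factors and test, and the likelihood ratio test used tagwise dispersions. Counts corrected by RUVr factors went into a likelihood ratio test, so correction and test changed together. The cause of a change was not tested unless a cause is given.

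The count of 0 DARs in NAc, DG, CA and SVZ and of 0 OCRs in the interaction of DG and CA by edgeR's quasi-likelihood test was 0 also with TMM normalization, total counts, loess offsets, no filter, a CPM filter, the likelihood ratio test, 1 RUVr factor, a replicate block, an FDR of 0.05 without a fold change minimum, a stricter fold change at an FDR of 0.01, the batch or top-decile share as a covariate, and each batch alone (in SVZ batch 2 alone). The filters removed no OCR and so say nothing. The OCRs at an unadjusted p under 0.05 were 2404, 9671, 806 and 3408 in these regions, and 3111, 15820, 1499 and 4527 with DESeq2. DESeq2 called 8 DARs in SVZ. With each library left out in turn, the edgeR counts at this p ran from 1587 to 3339 in NAc and 3413 to 30650 in DG. They ran from 319 to 4756 in CA, and from 2424 to 5863 in SVZ with a saline library left out. With only the SVZ libraries in the fit there was 1 DAR in SVZ. With each library left out in turn the number was 0 in NAc, DG and CA, for the interaction and for opposite DARs, and 0 to 2 in SVZ, the 2 arising without METH replicate 2 of SVZ. That fit left 1 METH library in SVZ, which was assumed to vary like the other groups.

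RUVr changed the counts of DARs most. With 3 factors as covariates there were 770 DARs in DG and 94 OCRs in the interaction. With 5 factors there were 20 in NAc, 4612 in DG, 70 in SVZ and 4197 in the interaction. With counts corrected by 5 factors and a likelihood ratio test there were 955 in NAc, 10740 in DG, 29 in CA, 1972 in SVZ, 8 of opposite sign in DG and CA, and 9678 in the interaction. With 10 factors these were 3978, 16863, 877, 6290, 318 and 17945. At the named OCRs, the Gabrb1 and Neto1 OCRs in DG passed the DAR threshold with 5 factors as covariates. With counts corrected by 5 factors the Tiam2 OCR in DG and the St18 OCR in SVZ passed as well, and with 10 factors also the Sdk2 OCR in DG and the Neto1 OCR in NAc. Each had the sign of the estimate in the report, which at the Sdk2 OCR is opposite to the change the study describes. The Gabrb1 OCR in CA and SVZ, the Neto1 OCR in CA and the Tiam2 OCR in NAc and CA did not pass with RUVr.

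Region-specific counts in saline (4576 in NAc, 152 in DG, 80 in CA, 392 in SVZ) moved with most choices. TMM normalization gave 3710 in NAc, 3 in DG, 4 in CA and 84 in SVZ, and DESeq2 gave 6089, 1282, 1329 and 1507. Requiring a higher value than each of the 3 other regions gave 0 in NAc, 0 in DG, 0 in CA and 0 in SVZ. METH libraries in place of saline gave 2138 in NAc, 0 in DG, 1173 in CA and 1035 in SVZ. The batch as a covariate gave 6085 in NAc, 519 in DG and 211 in CA. The animal as a block gave 6577 in NAc, 223 in DG, 193 in CA and 16 in SVZ, and 0 OCRs in the interaction of DG and CA (10131 at an unadjusted p under 0.05). The leave-one-out ranges were 1692 to 5625 in NAc, 0 to 1265 in DG, 0 to 946 in CA and 0 to 548 in SVZ.

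Single saline libraries moved these counts by more than 1.5 times as follows. The NAc count was 2228 without NAc replicate 3 and 1692 without NAc replicate 4. The DG count was 0, 29, 0 and 0 without NAc replicates 1, 2, 3 and 4, 2, 0, 0 and 0 without DG replicates 1, 2, 3 and 4, 33, 381 and 1265 without CA replicates 1, 2 and 4, and 62, 3 and 4 without SVZ replicates 1, 2 and 3. The CA count was 12, 37, 2 and 0 without NAc replicates 1, 2, 3 and 4, 20, 11 and 26 without DG replicates 1, 3 and 4, 0, 946, 0 and 18 without CA replicates 1, 2, 3 and 4, and 38, 16 and 5 without SVZ replicates 1, 2 and 3. The SVZ count was 56, 54, 65 and 73 without NAc replicates 1, 2, 3 and 4, 259, 233 and 86 without DG replicates 1, 2 and 4, 172 without CA replicate 1, and 145 and 0 without SVZ replicates 2 and 3.

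The OCR named for NAc kept an edgeR FDR under 0.01 without any 1 library (highest 0.000627), and those named for the other regions depended on single libraries. The DG OCR on chromosome 7 kept an edgeR FDR under 0.01 without CA replicate 2 or 4, and without any other saline library its FDR was 0.0108 to 0.0482. The SVZ OCR on chromosome 8 kept it without CA replicate 2, 3 or 4, and otherwise had 0.0112 to 0.168. The FDR of the CA OCR on chromosome 13 was 0.0101 without NAc replicate 3, 0.0111 without NAc replicate 4, 0.0206 without CA replicate 1, 0.0145 without CA replicate 3 and 0.0101 without SVZ replicate 3. With TMM normalization the FDRs were 0.0160, 0.0154 and 0.01003 in DG, SVZ and CA. With METH libraries they were 0.430 in DG and 0.0627 in SVZ, and with the batch as a covariate and the animal as a block 0.0155 and 0.0385 in SVZ. The log2 fold changes stayed positive under each of these settings.

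Among correlations of METH effects, that of DG and CA was negative under each scaling, with DESeq2 and with RUVr, was -0.67 in the upper quartile of OCRs by mean CPM, and reversed to 0.39 in batch 2 alone. The batch as a covariate says little here, since the batches are balanced against treatment in DG and CA. Its leave-one-out range was -0.63 to 0.10. NAc and DG gave -0.00030 in batch 1 alone, with a leave-one-out range of 0.13 to 0.36. NAc and CA gave 0.33 in batch 2 alone, with a range of -0.13 to 0.19. CA and SVZ gave 0.0122 in the upper quartile of OCRs by mean CPM and -0.0199 with the top-decile share as a covariate, with a range of 0.08 to 0.22. DG and SVZ gave 0.20 with the batch as a covariate, with a range of -0.07 to 0.12, and NAc and SVZ had a range of -0.12 to 0.21. At the named OCRs, the log2 fold change in CA reversed to -0.21 at the Neto1 OCR and -0.15 at the Tiam2 OCR in batch 2 alone, and to -0.0276 at the Tiam2 OCR without saline replicate 2 of CA, where the highest leave-one-out value was 0.541, without saline replicate 4 of CA.

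The METH minus saline difference in peaks had leave-one-out ranges of -10539 to 2119 in NAc, -9963 to -1353 in DG, 1964 to 21591 in CA and 3838 to 11480 in SVZ. Without saline replicate 3 of NAc it was 2119 in NAc. The differences in OCR counts ranged from -0.970 to 0.0763 M in NAc, 0.175 to 1.83 M in DG, -1.25 to 1.15 M in CA and -1.31 to 0.613 M in SVZ. They turned positive in NAc without saline replicate 3 (0.0763), in CA without saline replicate 2 (0.192), saline replicate 4 (1.15), METH replicate 1 (0.883) or METH replicate 2 (1.08), and in SVZ without saline replicate 2 (0.613). The treatment share of variance ranged from 15.7 to 21.9% in NAc, 13.7 to 39.3% in DG, 6.54 to 17.8% in CA and 24.3 to 41.7% in SVZ, and no exact p was under 0.0857. With TMM normalization or the 5000 most variable OCRs these shares stayed between 7.26% in CA and 26.0% in SVZ.

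METH and saline libraries share replicate numbers but come from different animals. In NAc, DG and CA the numbers 1 and 2 belong to batch 1 and the others to batch 2. The deviations from the group means of same-numbered METH and saline libraries correlated with r between -0.26 and 0.69 over 14 pairs, and 7 were above 0.1, among them replicates 2, 3 and 4 of CA (0.69, 0.44 and 0.57), so the numbers were not taken as pairs of METH and saline libraries. With the replicate number as a block there were 0 DARs in NAc, DG, CA and SVZ, 278 region-specific OCRs in DG, an FDR of 0.0180 at the SVZ OCR on chromosome 8, and correlations of METH effects of -0.14 between DG and SVZ and 0.27 between CA and SVZ. The block changed no other call. In SVZ the numbers, apart from saline replicate 1, mark other animals than in the other regions, so the SVZ values of this block, its correlations with SVZ included, say nothing about pairing.

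Of the results under alternatives other than leaving out a library, 442 kept their direction and their side of the threshold or lay within the replicate spread, 43 moved beyond it, 12 passed a threshold they had not, 8 lost one and 6 reversed. The 442 include results under the filters, which removed no OCR and could not differ. For the DG and CA correlation the spread was 0.56, so a move from -0.41 to -0.14 counts as kept. Changed counts of DARs or OCRs, however large, count as moved and not as passing a threshold. The corrections for GC content, alone or with the block, and the promoter width were not run. The share of DARs found in a single region has a value only under settings with DARs. With all libraries in 1 fit it was 96.9% of 13285 OCRs with counts corrected by 5 RUVr factors and 90.6% of 25522 with 10, 99.8% of 4693 with 5 factors as covariates, and 100% where DARs were called in a single region alone (3 factors as covariates in DG, DESeq2 in SVZ). The median was 53 counts per OCR and library and the biological coefficient of variation 0.388. On simulated counts with the spread of the data, 2 of 100 OCRs changed 2-fold in DG were called and 0 of 100 in SVZ. The changed OCRs were drawn from those above a minimum mean count.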

Other observations

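The fits with the animal as a block and the tests of the top-decile share, of batch for the DG and CA correlation, of METH on the second component, of a mislabelled METH replicate 3 of NAc, of lower enrichment in that library, and of a shared METH effect and of NAc or SVZ tissue in METH replicates 1 and 4 of DG were chosen only after the results were seen.

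The number of DARs by edgeR's quasi-likelihood test was 0 in NAc, DG, CA and SVZ, with 2404, 9671, 806 and 3408 OCRs at an unadjusted p under 0.05 and with 0, 0, 0 and 8 DARs by DESeq2. These are lower than the values quoted from the study above. With counts corrected by 10 RUVr factors there were 3978, 16863, 877 and 6290 DARs. These are lower than the values quoted from the study above in NAc and CA and higher in DG and SVZ. Of them, 1177 were more and 2801 less accessible in NAc, 6104 and 10759 in DG, 558 and 319 in CA, and 2930 and 3360 in SVZ. The larger part is in the same direction as in the study in NAc, DG and CA and in the other direction in SVZ. Under this setting 90.6% of the 25522 OCRs called were DARs in a single region, which is higher than the value quoted from the study above. The number of NAc-specific OCRs in saline was 4576. It was 6089 by DESeq2, 6085 with the batch as a covariate, 5652 with the replicate number as a block and 6577 with the animal as a block. RUVr, which the study's methods include, was not run on this comparison. These are lower than the value quoted from the study above. The number of OCRs called with opposite signs in DG and CA was 0 by edgeR, with 8327 OCRs at an unadjusted p under 0.05 in the interaction test and 0 called by DESeq2. It was 318 with counts corrected by 10 RUVr factors. The counts of 0 and 318 are lower than the value quoted from the study above. With that correction, splits of the animals that ignored treatment gave 0 to 8871, so chance is not excluded for the 318.

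Other splits of the 8 animals into 4 and 4 were tested in NAc, DG and CA. Since 0 DARs were called for the real split, each of the 35 splits had to give as many in NAc, DG and CA, and the count of splits tests nothing there. The highest of the other splits gave 2, 1 and 2 DARs. The same holds for the interaction OCRs and the DARs of opposite sign, with 0 as the highest in 35 splits. For the OCRs at an unadjusted p under 0.05 chance is not excluded: 13 of 35 splits gave as many as the 2404 in NAc (highest 9732), 10 as many as the 9671 in DG (highest 47370) and 26 as many as the 806 in CA (highest 38204). The split that parts the batches gave 9732 in NAc, 14628 in DG and 38204 in CA. Within batch 1 and batch 2 alone, METH against saline gave 1929 and 1679 in NAc, 9393 and 5139 in DG, and 6807 and 339 in CA. With 3 against 2 libraries, SVZ was not tested in this way.

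Correction for unwanted variation gave DARs in numbers that chance also gave in the settings tested, which may bear on how such counts are read. The settings were 5 factors as covariates and counts corrected by 10 factors, in NAc, DG and CA. Counts in SVZ and under the other RUVr settings were not tested in this way. In 21 splits of the animals, real split included, with the factors estimated anew in each, 5 RUVr factors as covariates gave at least the 20 DARs of NAc in 6 splits (highest 1177) and the 4612 of DG in 7 (highest 30707). In CA the real split gave 0 DARs (12360 OCRs at an unadjusted p under 0.05), which all 21 splits had to reach (highest 20848), so nothing is tested there. With counts corrected by 10 factors, at least the 3978 DARs of NAc were found in 8 splits (highest 12010), the 16863 of DG in 8 (highest 48592) and the 877 of CA in 17 (highest 37147). Counts corrected by 10 factors also gave 318 DARs of opposite sign in DG and CA, where the other splits gave 0 to 8871. The interaction gave 17945 OCRs, where the other splits gave 168 to 36940. Chance is therefore not excluded for these counts above 0. On simulated counts without any change, counts corrected by 10 factors gave 137 false calls in NAc, 111 in DG, 49 in CA and 177 in SVZ. By the likelihood ratio test on them, 15.8 to 18.1% of OCRs had an unadjusted p under 0.05. With 5 factors as covariates there were 0 false calls in each region, and 4.70 to 4.80% by the quasi-likelihood test. Correction by 10 factors thus gave too many small p-values even without any change. The simulated counts held no variation shared between OCRs, so the effect of the correction on such variation was not tested. Another candidate source of the large numbers under random splits is variation between animals or dissections that the factors leave in place, which was not tested.

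For region-specific OCRs in saline, 100 regroupings of the 15 libraries were drawn, the real one included. As many as the 4576 of NAc were found in 2 (highest of the others 5486), as many as the 152 of DG in 3 (highest 4235), as many as the 80 of CA in 3 (highest 8045) and as many as the 392 of SVZ in 1 (highest 91). For each count, unadjusted for the 4 counts, fewer than 1 in 20 regroupings gave as many, although some gave larger counts in NAc, DG and CA. The SVZ count was 0 without saline replicate 3 of SVZ. Regroupings mix all regions, so they test only whether any region differs from another. The difference of NAc and SVZ from DG and CA alone can break that, so specificity to DG or CA against the other is not tested. No OCR was higher than each of the 3 other regions. Those regroupings ignored that libraries of several regions came from 1 animal. With the animal as a block the counts were 6577 in NAc, 223 in DG, 193 in CA and 16 in SVZ. Regions were regrouped within each animal in 100 regroupings, the real one included. As many were found in 1 in NAc (highest of the others 457), 2 in DG (highest 5014), 2 in CA (highest 2158) and 2 in SVZ (highest 1644). These are also fewer than 1 in 20, with the same limit on what is tested.

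Peaks called in all 4 METH and no saline libraries, or the reverse, numbered 297 in NAc, 221 in DG and 88 in CA. Of the 35 splits of the 8 libraries, 10 gave as many in NAc (highest 1469), 12 in DG (highest 4140) and 26 in CA (highest 6092), so chance is not excluded in these regions.

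The second principal component, with 25.6% of the variance, followed the top-decile share over the 29 libraries (Pearson r = 0.83, Spearman rho = 0.83, each with a permutation p of 1e-05, the smallest that 100000 permutations can give). Without METH replicates 1 and 2 of DG, the farthest from the median, r was 0.79. Within batch 1 r was 0.79 and within batch 2 0.84. Taken as deviations from the group means, r was 0.87 (permutation p = 6e-05). An effect of METH on this component stays open: the METH mean lay above the saline mean in 2 of 4 regions (stratified permutation p = 0.451), and no region differed beyond its spread (lowest exact permutation p 0.257, in DG). The component may thus reflect how far each library's counts concentrate in the most open OCRs, which varies with the quality of nuclei and of the transposase reaction but also with the mix of cells in the tissue, and these were not told apart here.

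The opposite METH effects in DG and CA (r = -0.41) may share that source. With the top-decile share as a covariate the correlation shrank to -0.14, while among OCRs in the upper quartile of mean CPM it was -0.67. The part of the library batch stays open: the batches are balanced against treatment in DG and CA, so a batch covariate moves these effects little by design (r = -0.41 with it), and the correlation was -0.54 in batch 1 alone and 0.39 in batch 2 alone, each from 2 METH and 2 saline libraries per region. Of the 35 splits of the animals, 14 gave a correlation at least as far from 0 (highest 0.72), and 6 gave one at least as negative. When the animals were split independently in DG and CA, 33.4% of 2450 splits gave one at least as far from 0. Chance is thus not excluded. A METH effect that changes the top-decile share in opposite ways in both regions stays open: METH minus saline was 4.80 percentage points in DG and -0.606 in CA, a difference with an exact permutation p of 0.318. Within batch 1 these were 5.46 and -3.56 and within batch 2 4.15 and 2.34, so the opposite signs were found in batch 1 alone, as for the correlation.

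METH replicate 3 of NAc lay apart from the other NAc libraries. The mean log2 CPM of the NAc-specific OCRs of saline differed by -1.96 from that of the other NAc METH libraries, and that of the SVZ-specific OCRs differed by -2.27. A mixture with tissue of another of the 4 regions is argued against, since the DG and CA sets were higher by no more than 0.20, within the spread of the other libraries. The saline SVZ set depends on saline replicate 3 of SVZ, described next. In the SVZ set of the METH libraries, METH replicate 3 of NAc had a mean log2 CPM of 2.65, within the 2.24 to 2.84 of the other NAc libraries and below each SVZ library (2.88 to 4.05), although this library and the SVZ METH libraries took part in the choice of that set. As for a wrong label, its profile correlated most with the SVZ mean (r = 0.19, against -0.03 for NAc), but the difference of its SVZ set from the lowest SVZ METH library was -1.45, and the like differences for DG and CA were -0.47 and -2.32, so it does not resemble a library of these regions. Low enrichment is argued against by its top-decile share of 54.7%, within the range of the other NAc libraries. Tissue from outside the 4 regions stays open: 18 OCRs were more than 2-fold above each of the 28 other libraries. METH replicate 3 of DG had 26 such OCRs and METH replicate 1 of SVZ 33, both from the same animal. From another METH animal, METH replicates 4 of NAc and DG had 16 and 15, and METH replicate 2 of SVZ had 2. The CA libraries of these animals had 0 and 1. These counts are thus not independent between libraries. A response to METH in the animal of METH replicate 3 of NAc alone was not tested.

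Saline replicate 3 of SVZ held the NAc-specific OCRs, here taken from the METH libraries so that the set does not depend on this library, higher by 0.77 on the log2 scale than the other SVZ saline libraries, and its profile correlated with the NAc mean at 0.70 and with the SVZ mean at 0.46. Tissue of NAc in this sample and a wrong label are both consistent with these values and cannot be told apart here. Its mean log2 CPM in the SVZ-specific OCRs of the METH libraries, 2.88, lay between the NAc saline libraries (2.24 to 2.77) and the other SVZ saline libraries (2.99 to 3.67). The 392 SVZ-specific OCRs of saline fell to 0 without this library.

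METH replicates 1 and 4 of DG had mean log2 CPM values of 0.58 and 0.68 in the 152 DG-specific OCRs of saline, while METH replicates 2 and 3 had 2.76 and 2.78 and the saline libraries 2.72 to 3.30. A METH effect shared by all treated animals is argued against, since 2 of 4 METH libraries lay within the range of the saline libraries. NAc or SVZ tissue is argued against, since the OCR sets of those regions lay at most 0.308 above the mean of METH replicates 2 and 3, and in the SVZ set of saline both libraries (-0.569 and -0.00548) lay within the range of the DG saline libraries (-0.687 to 0.0367) and below each SVZ library (2.21 to 3.43). Over OCRs in no set, the deviations of these libraries from the DG mean correlated with those of METH replicate 3 of NAc from the NAc mean with r of 0.24 and 0.22, under the 95th percentile of 0.48 of pairs from different regions, so a common outside tissue was not shown and is not ruled out. Their deviations did correlate with those of saline replicate 2 of CA (r = 0.77 and 0.71). A METH effect in some animals alone, and a difference in the part of DG that was dissected, stay open and were not tested.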
